A study of Homo sapiens with 34 samples.

How the data were processed

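The series holds 34 samples of BEAS-2B, an immortalised human bronchial epithelial cell line, in 24 groups. Tables of 27 samples were analysed, and the 7 inputs that belong to the peak lists are not analysed here. There were 12 RNA libraries, described in the labels as poly(A) RNA, 8 chromatin immunoprecipitation (ChIP) or input tables, and 7 peak lists. Per the labels' protocols, mononucleosomes were prepared by MNase digestion and a sucrose gradient, and the ChIP used an anti-FLAG affinity gel. Groups and replicate numbers were taken from the sample titles. The titles fall into 2 sets of RNA libraries with vector controls, called experiment 1 and experiment 2 here.

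Per the file headers, the authors gave transcript tables in the layout of the quantification tool salmon, with an estimated count and a TPM (a length-normalised share of the reads) for each versioned Ensembl transcript in 10 libraries. The tool's version, options and annotation release are not stated. The deposited estimated counts were rounded to whole numbers before any count test. Both RNA libraries labelled FLAG-H3.3 WT had an expected count per gene symbol in the deposited tables, whose making is not stated. The 8 ChIP tables held, in the authors' deposited values, RPM (reads scaled to library size) for 26237 gene features, and neither the part of the gene counted nor its width is stated. Every value was a whole multiple of the RPM worth of 1 read, so whole reads were recovered for 100% of the values. Library totals were derived from the RPM worth of 1 read. Which reads the authors counted in these totals is not stated, and shares of library reads depend on it. The deposited peak lists gave a fold ratio and a −log10 p-value and −log10 q-value for each peak, as the authors' peak caller wrote them. The caller's version and options are not stated, and each list is a single list with no replicate. Scaffold names in these lists are those of GRCh38.

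Transcripts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM scaling, robust glmQLFit, glmQLFTest), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. Experiment 1 was fitted on its 4 libraries, experiment 2 on its 6 libraries, and the difference between experiments on all 10. Log2 fold changes used a prior count of 0.125. The tests had been planned per gene. No table used here pairs the Ensembl transcripts with genes, so they were run per transcript, and at most 2 transcripts that rose and 2 that fell are named. For the same reason 4 planned items were not run: the summed H3.1-coding genes in the RNA comparisons, the fixed gene sets, the restriction to protein-coding genes, and the correlation of the FLAG-H3.3 change with the RNA change. A count test had been planned for the ChIP tables. Because these hold RPM, the test was limma 3.58.1 with a mean-variance trend on log2(RPM + 0.5), over the 7782 features with a mean of at least 0.5 RPM, and edgeR on the recovered reads was added as an alternative. Fold changes on this scale understate the change of low features. The filter first intended, filterByExpr, left 139 features.

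FLAG-H3.3 over input was set against expression in the RNA libraries labelled FLAG-H3.3 WT as a Spearman correlation across 17519 features with at least 1 read, with a prior count of 0.5. The intended filter was not used here either, for the same reason. Features with an RNA value (18968 of 26237) were also ranked by expression and cut into 5 classes of equal size. The share of library reads in features was compared by an exact permutation test, two-sided. Peak lists were compared by overlap of at least 1 bp in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) and, for reciprocal overlap, bedtools 2.31.1. Peaks outside the numbered chromosomes, X and Y were left out of overlaps. Gene positions came from the RefSeq annotation of GRCh38.p14. The table used here gives no strand, so the planned window around the start of transcription was replaced by 1 kb around either end of a protein-coding gene. Positions were shuffled within chromosomes in 20 draws, and in another 20 draws shifted by 50 to 500 kb.

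The rule for named features was fixed before the data were examined. It took those with the smallest p-values among features past the threshold, with a mean of at least 5 CPM and no overlap of the 2 groups' replicates, and in each pair of peak lists the gene-end peak with the largest −log10 q found in only 1 list. A fixed list was also reported where symbols were given: the 10 H3.1-coding genes HIST1H3A to HIST1H3J, H3F3A, H3F3B and SLBP. Features named outside this rule are marked as chosen after their values were seen.

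Alternatives fixed before the data were examined were DESeq2 1.42.0, RLE scaling, no filter, at least 10 counts in every library, an absolute log2 fold change of at least 1, counts made from TPM, a replicate block, fits of only the compared groups, other prior counts, a −log10 q of at least 5, equal numbers of top peaks, reciprocal overlap of at least 50%, a 5 kb window, and leaving out each replicate. Alternatives added later are named in the closing section. The comparison of read shares, the expression classes and the tests of IP against input within a line were also added after the tables had been seen.

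The RNA totals ran from 14.48 to 30.76 M reads in the transcript tables. ChIP libraries held 2.80 to 5.66 M reads, with a mean of 0.975 to 2.68 reads per feature, so single features carry few reads. In a library a count of 0 allows up to 3 reads, or 0.53 to 1.07 RPM. Intervals are exact (Clopper-Pearson) 95% binomial intervals and cover counting error only. The tests were tested on simulated counts with 200 features changed 4-fold. With the noise estimated from the real libraries, 0 of 200 changed transcripts were recovered in experiment 1 (42363 tested) and 63 of 200 in experiment 2 (67944 tested, 3 false calls). With low noise all 200 were recovered in each. The ChIP test recovered 14 of 200 changed features among 7858, with 1 false call. A planted overlap of 30% between simulated peak lists was recovered as 30%. Replicate libraries of RNA differed far beyond sampling noise, with a chi-square per degree of freedom of 14.2 to 29.6. In the ChIP groups it was 0.88, 1.55, 0.86 and 0.92, and the replicates were kept apart because their shares of reads in features differed beyond their counting intervals. Figures were drawn with matplotlib 3.10.9.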

Results

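The data concern an H3.1 histone mRNA that carries a poly(A) tail. Canonical H3.1 mRNA normally ends in a stem-loop, and the histone variant H3.3 is coded by separate genes. Stable BEAS-2B lines carried an empty pcDNA vector (empty), a polyadenylated H3.1 construct (H3.1poly(A)) or a stem-loop H3.1 construct (H3.1Loop). Other lines carried FLAG-tagged H3.3, so that the tag could be used to pull down H3.3. Each RNA and ChIP group had 2 replicates. Each peak list stood alone, and its values have no replicate check. RNA libraries of experiment 1 held 14.80 and 14.48 M (mega) reads for empty and 24.43 and 19.47 M for H3.1poly(A). Those of experiment 2 held 30.76 and 29.80 M for empty, 25.20 and 19.27 M for H3.1poly(A), and 19.22 and 20.84 M for H3.1Loop. The RNA libraries labelled FLAG-H3.3 WT held 11.60 and 12.76 M reads over 34570 gene symbols, with a Spearman correlation across genes of 0.949 between them.

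The RNA libraries separated first by experiment. Component 1 of a principal component analysis of log2 CPM held 64.9% of the variance. Across 80660 transcripts, the Pearson correlation of log2 CPM within experiment 2 was 0.829 to 0.874 over all pairs of libraries, whatever their group. In experiment 1 it was 0.883 for the pair of empty libraries, 0.907 for the pair of H3.1poly(A) libraries, and 0.727 to 0.833 between these groups. Empty libraries of experiment 1 correlated with those of experiment 2 at 0.333 to 0.402, and H3.1poly(A) libraries of experiment 1 at 0.538 to 0.591. These are correlations across transcripts, which are not independent replicates.

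**Figure D1:**
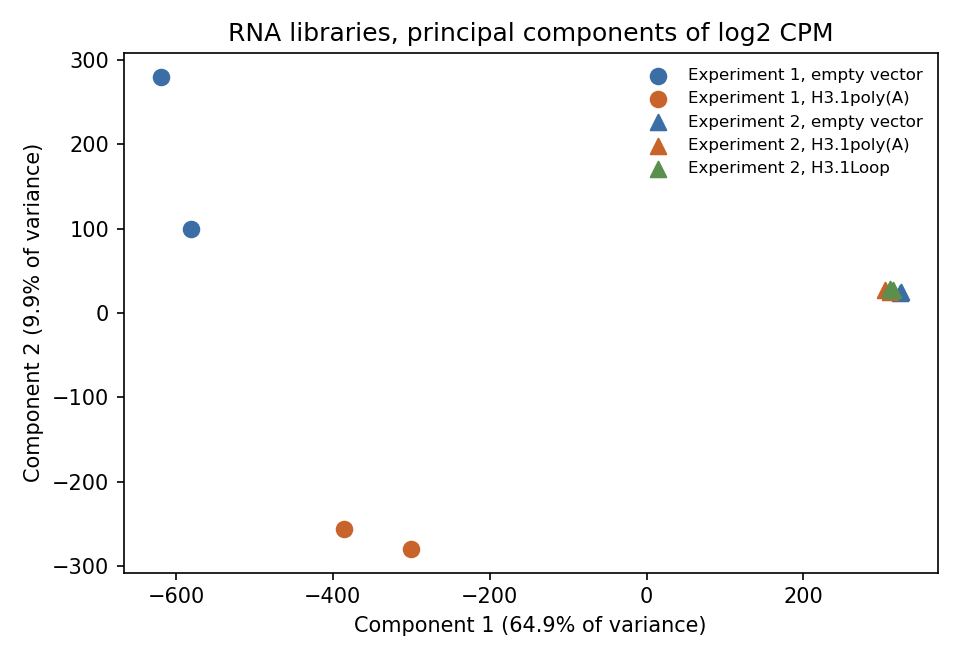
Each point is 1 of the 10 RNA libraries on components 1 and 2 of log2 CPM, with its experiment as shape and its construct as colour. Component 1, with 64.9% of the variance, separates the 4 libraries of experiment 1 from the 6 of experiment 2.

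The first question was whether the constructs could be seen in the RNA. Transcripts were identified only by Ensembl number here. ENST00000612966.1, 411 nt long, was chosen after its values were seen. In experiment 2 it had 57 and 9 reads in the empty libraries, 50621 and 38708 in H3.1poly(A) and 37277 and 44373 in H3.1Loop. Its mean was 1.11 ± 1.13 CPM (SD, n = 2) in empty, 2039 ± 6.46 in H3.1poly(A) and 1968 ± 129 in H3.1Loop. The edgeR quasi-likelihood test gave a log2 fold change of 10.82 (SE 0.68, adjusted p-value 0.0506) for H3.1poly(A) against empty and 10.77 (SE 0.68, adjusted p-value 0.0281) for H3.1Loop against empty. The empty libraries differed between themselves, and the log2 change was 12.64 without replicate 1 of empty and 10.06 without replicate 2. In experiment 1 it had 2 and 2 reads in empty and 739 and 650 in H3.1poly(A), a ratio of 166 with a 95% counting interval of 64.9 to 610 from the empty reads. Its edgeR adjusted p-value there was 0.0599. H3.1poly(A) libraries of experiment 2 had 75.5 times the mean CPM of those of experiment 1.

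Experiment 1 compared H3.1poly(A) with empty in 4 libraries. Of 46247 transcripts tested with edgeR, 0 passed an adjusted p-value of 0.05, the smallest being 0.0599, while 16239 had an unadjusted p-value under 0.05. Simulated 4-fold changes with this experiment's estimated noise were not recovered either, so the count says little about absence. The alternative that moved it most was DESeq2, with 11071 calls (5563 higher and 5508 lower).

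Titles of experiment 1 carry the letters NT and those of experiment 2 do not. They do not say whether the plasmids or lines are the same. Experiment 2 compared groups with the same construct names, with 6 libraries in the fit. There, 35 of 74554 transcripts differed between H3.1poly(A) and empty, 20 higher and 15 lower, and 6860 had an unadjusted p-value under 0.05. DESeq2 called 3661, of which 1467 were higher and 2194 lower. The smallest p-value among those that rose belonged to ENST00000616365.1, also 411 nt. It had 0 reads in both empty libraries, 1653 and 1254 in H3.1poly(A) and 1085 and 1259 in H3.1Loop, and was at least 634-fold higher in H3.1poly(A) than the floor of 3 reads allows for empty (edgeR adjusted p-value 0.0151). Among those that fell, ENST00000576209.5 went from 3717 ± 62.5 CPM (SD, n = 2) in empty to 2140 ± 8.73 in H3.1poly(A), a log2 fold change of -0.80 (SE 0.02, edgeR adjusted p-value 0.0151). ENST00000446198.5 went from 274.1 ± 0.77 CPM (SD, n = 2) to 157.0 ± 4.26, a log2 fold change of -0.80 (SE 0.04, edgeR adjusted p-value 0.03). In experiment 1, ENST00000616365.1 had 1 and 0 reads in empty and 33 and 21 in H3.1poly(A), a ratio of 25.4 with a 95% counting interval of 4.55 to 1001 from the empty reads (edgeR adjusted p-value 0.0760). The 2 named transcripts that fell had the opposite sign there, with log2 fold changes of 0.25 (edgeR adjusted p-value 0.266) and 1.64 (edgeR adjusted p-value 0.0599).

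H3.1Loop against empty asked what the stem-loop form does. It gave 138 calls of 74554, 72 higher and 66 lower, with 6943 transcripts at an unadjusted p-value under 0.05. The direct comparison of H3.1poly(A) with H3.1Loop gave 22 calls, 17 higher and 5 lower in H3.1poly(A), with 5755 at an unadjusted p-value under 0.05. DESeq2 called 2566 here and evened the directions, with 1186 higher and 1380 lower. ENST00000612966.1 and ENST00000616365.1 were not among these 22, with log2 differences of 0.05 (edgeR adjusted p-value 0.998) and 0.23 (edgeR adjusted p-value 0.589). Of the 35 transcripts called for H3.1poly(A) and the 138 called for H3.1Loop, 25 were shared, all 25 in the same direction. Both comparisons use the same empty libraries. In 20 simulations of unchanged groups against shared controls a comparison had at most 1 call, so shared calls could hardly arise there. At an unadjusted p-value under 0.05, 3260 transcripts were shared, 3134 of them in the same direction, against 865 to 940 shared in the simulations (mean 903.8, of which 874 in the same direction). The Spearman correlation across transcripts of the 2 log2 changes was 0.419, not above the 0.438 (0.424 to 0.446) of 100 simulations of unchanged groups with shared controls. With a different empty library for each construct it was 0.0928 or 0.0806.

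The effect of H3.1poly(A) was then compared between experiments, which have separate controls. Across 40233 transcripts the Spearman correlation of the log2 changes was -0.0737 and Pearson's was -0.0210. The edgeR test of the difference itself called 5947 of 80660 transcripts, 1439 with a higher change in experiment 2 and 4508 with a lower one, and 17224 had an unadjusted p-value under 0.05. The split between directions was 1731 and 3966 with RLE scaling and 2712 and 2694 with offsets fitted to transcript length. It was 2929 and 3349 with at least 10 counts in every library, 894 and 5262 with no low-count filter, and 3949 and 7337 with DESeq2. The median log2 difference over all transcripts was -0.33, so the calls lie around a shifted centre. Experiment and library set cannot be separated, since each experiment holds its own libraries of each group.

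The ChIP question was whether FLAG-H3.3 is lower at genes in the line that also carries H3.1poly(A). Titles of the compared line say WT and name no empty vector. An effect of H3.1poly(A) therefore cannot be told apart from one of the vector or of the line. By the totals derived from RPM, libraries held 4.16 and 5.66 M reads for the WT IP and 3.91 and 5.14 M for its input. They held 4.27 and 3.08 M for the H3.1poly(A) IP, and 4.05 and 2.80 M for its input. Of these reads, 1.192% (1.181 to 1.202, exact 95% interval) and 1.244% (1.235 to 1.253) lay in gene features in the WT IP, and 0.940% (0.931 to 0.950) and 0.862% (0.854 to 0.870) in its input. In the H3.1poly(A) line the IP had 0.977% (0.967 to 0.986) and 1.055% (1.044 to 1.067), and the input 0.875% (0.866 to 0.884) and 0.915% (0.904 to 0.926). The IP mean fell from 1.218% ± 0.037 (SD, n = 2) to 1.016% ± 0.056 (SD, n = 2), with no overlap of replicates. An exact permutation test, two-sided, gave p = 0.333, the smallest that 2 against 2 allows. Inputs were 0.901% ± 0.055 and 0.895% ± 0.028 (exact permutation p = 1.0, n = 2 each). IP over input was 1.352 in WT and 1.135 in H3.1poly(A), a ratio of 0.84 between lines, and 0.804 to 0.876 when each library was left out in turn. This comparison was chosen after the tables were seen.

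**Figure D2:**
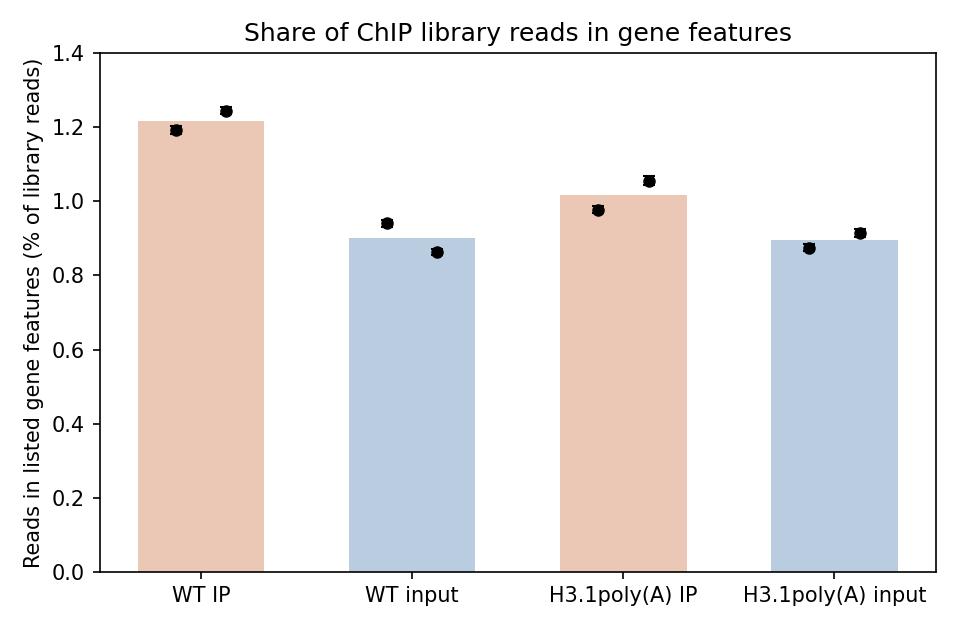
Points are the percent of each library's reads that lie in gene features, with exact 95% intervals for counting error, and bars are means of 2 replicates. Both WT IP libraries (1.192% and 1.244%) lie above both H3.1poly(A) IP libraries (0.977% and 1.055%), while the inputs overlap.

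No single feature could be called. With limma on log2(RPM + 0.5), 0 of 7782 features changed in IP over input between lines, the smallest adjusted p-value being 0.346, and 484 had an unadjusted p-value under 0.05, 138 higher and 346 lower in H3.1poly(A). The median log2 change over features was -0.16. Scaled by library totals as well, the median was -0.24 in edgeR with library size only (126 higher and 265 lower at an unadjusted p-value under 0.05), and -0.15 for IP against IP without the input in limma (142 and 537). Other scalings centre the features themselves, so their medians cannot test a general change. These were 0.11 with edgeR on recovered reads and TMM scaling (228 higher and 139 lower), 0.03 with RLE scaling (207 and 165), 0.10 with DESeq2 (27 and 24) and -0.09 with each library centred on its mean log2 value (177 and 280). The called features were 0 under every alternative that was run. At this depth the test recovered 14 of 200 simulated 4-fold changes, so changes of single features were mostly not detectable.

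In the inputs, 1 of 7782 features differed between lines (521 at an unadjusted p-value under 0.05). This was MIR6850, with 75 and 3 reads in the WT inputs and 1 and 1 in the H3.1poly(A) inputs (limma log2 change -2.53, SE 0.49, adjusted p-value 0.00176). The call rests on replicate 1 of the WT input, and edgeR on recovered reads gave 0 calls.

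Within the WT line, 306 of 7782 features were higher in IP than in input and 8 lower by limma. In the H3.1poly(A) line these numbers were 58 and 4, and 22 features were higher in both lines. Unadjusted p-values under 0.05 with higher IP numbered 1356 in WT and 812 in H3.1poly(A). The difference between 306 and 58 was not itself a test, and the test of the difference is the 0 calls above. With edgeR on recovered reads 18 features were higher in IP and 14 lower in WT, against 0 and 0 in H3.1poly(A). None passed the rule for named features, so the 3 smallest p-values in WT were chosen after their values were seen. CREB3L2 had 16 and 14 IP reads and 0 and 0 input reads in WT, against 10 and 9 IP reads and 3 and 5 input reads in H3.1poly(A). HNRNPA2B1 had 29 and 34 IP and 8 and 3 input reads in WT, against 16 and 10 and 2 and 4. ZSWIM1 had 35 and 30 IP and 7 and 10 input reads in WT, against 18 and 20 and 3 and 5.

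The fixed histone list could be read in these tables. Summed over the 10 H3.1-coding genes, the WT IP had 35 and 47 reads and its input 13 and 17, and the H3.1poly(A) IP had 28 and 19 and its input 10 and 8. That is 8.36 ± 0.08 RPM (SD, n = 2) in the WT IP and 6.36 ± 0.28 in the H3.1poly(A) IP, with 3.32 ± 0.01 and 2.66 ± 0.28 RPM in their inputs, which were lower too. H3F3B had 10 and 14 reads in the WT IP and 8 and 4 in the H3.1poly(A) IP. Of the 13 listed genes 7 were above the filter, and 0 changed, both over all features and adjusted over the list alone (lowest limma adjusted p-value 0.789, 0 at an unadjusted p-value under 0.05). HIST1H3B, HIST1H3C, HIST1H3D, HIST1H3H, H3F3A and SLBP had at most 7 reads in any ChIP library.

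The listed genes were also read in the RNA libraries labelled FLAG-H3.3 WT. HIST1H3C had 41169 and 38304 reads there, 3275 ± 385 CPM (SD, n = 2), at rank 10 and rank 12 of all genes. HIST1H3I had 1822 and 1496 reads. The other 8 H3.1-coding genes had 1 to 26 and 1 to 38 reads, among them HIST1H3B (5 and 7), HIST1H3D (10 and 4) and HIST1H3H (25 and 38). H3F3A had 211.4 ± 3.63 CPM, H3F3B 741.6 ± 9.78 and SLBP 99.1 ± 9.68 (SD, n = 2). H3.1-coding genes code for the same histone and may share reads, which was not tested, so the division among them is uncertain. The labels name no H3.1 construct in this line, and the label WT is used below only as a label.

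FLAG-H3.3 over input was set against expression in these RNA libraries. No RNA library is labelled as the FLAG-H3.3 line with H3.1poly(A), so its ChIP was also set against those labelled WT. This may in part lower its correlation and flatten its expression classes below. Across 17519 features the Spearman correlation was 0.327 in the WT line and 0.174 in the H3.1poly(A) line, where the latter was added after the tables were seen. Features are not independent replicates. With a mean of at least 5 reads, over 385 features, it was 0.153 in WT, the alternative that moved WT most, and 0.150 in H3.1poly(A). Leaving out either replicate gave 0.2342 and 0.271 in WT and 0.109 and 0.148 in H3.1poly(A), where the 0.109 without replicate 1 was the largest move. Without the H3.1-coding genes the WT value was 0.327. Reads of single IP libraries correlated with expression at 0.287 and 0.274 in WT and 0.122 and 0.114 in H3.1poly(A), and those of inputs at -0.036 to 0.056.

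By expression class, IP over input in WT was 0.794, 1.071, 1.668, 1.874 and 1.887 from the lowest to the highest class. In H3.1poly(A) it was 0.853, 1.009, 1.269, 1.409 and 1.447. In the 3 upper classes the ranges over all pairs of IP and input libraries did not overlap between lines: 1.601 to 1.739 against 1.149 to 1.4, 1.777 to 1.981 against 1.309 to 1.517, and 1.70 to 2.118 against 1.299 to 1.616. The top class over the bottom class within a library was 2.751 and 2.419 in the WT IP, 1.527 and 1.553 in the H3.1poly(A) IP, 1.183 and 0.982 in the WT input and 0.857 and 0.958 in the H3.1poly(A) input. An exact permutation test gave p = 0.333 (n = 2 each), again the smallest possible, for the IPs (difference -1.045) and also for the inputs (difference -0.175), which did not overlap between lines either.

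**Figure D3:**
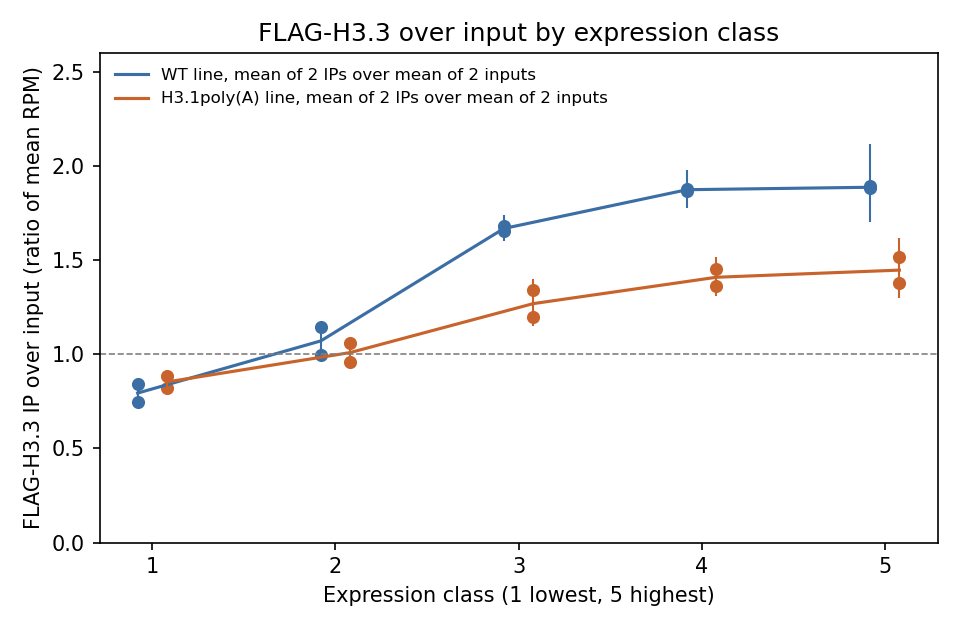
Lines give FLAG-H3.3 IP over input, as a ratio of mean RPM, for 5 classes of features ranked by expression, points use each IP replicate over the mean input, and vertical bars span all pairs of IP and input libraries. In the 3 upper classes the WT line (1.668 to 1.887) lies above the H3.1poly(A) line (1.269 to 1.447).

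The peak lists came from further lines. No list names FLAG-H3.3 together with H3.1poly(A), so they cannot answer the ChIP question above. What the FLAG gel pulled down in lines whose labels name no FLAG-H3.3 was not shown. FLAG-H3.3 lines had 24895 peaks with empty and 100224 with H3.1Loop. Lines whose labels name neither FLAG-H3.3 nor arsenite are called NT here, although the labels also write NT for some FLAG-H3.3 lines. They had 3610 peaks with empty, 212412 with H3.1poly(A) and 2824 with H3.1Loop. Cells given 1 µM sodium arsenite for 96 h had 15537 peaks and their control 7503. Peaks covered 2.58, 10.4, 0.382, 22.7, 0.285, 1.44 and 0.716 Mb in this order. Depths behind the lists are unknown here, and with 1 list per group no test across replicates is possible.

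Of the FLAG-H3.3 empty peaks 28.07% (27.50 to 28.64, exact 95% interval) overlapped an H3.1Loop peak, against 1.57% for shuffled and 4.19% for shifted positions. Of the NT empty peaks 47.33% (45.62 to 49.04) overlapped an H3.1poly(A) peak, against 3.04% and 4.92%, and 11.31% (10.26 to 12.44) overlapped an H3.1Loop peak, against 0.03% and 0.08%. Of the arsenite control peaks 14.93% (14.10 to 15.80) overlapped an arsenite peak, against 0.22% and 0.45%. At equal numbers of top peaks these shares were 16.03%, 26.59%, 13.82% and 13.68%. The alternative that moved them most was a −log10 q of at least 5, with 44.44%, 73.76%, 30.05% and 43.39%.

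Peaks within 1 kb of an end of a protein-coding gene made up 1.79% (1.62 to 1.96) of the FLAG-H3.3 empty list and 1.92% (1.83 to 2.01) of the H3.1Loop list, against 2.70% and 2.89% for shuffled positions. In the NT lists they made up 1.29% (0.94 to 1.73) with empty, 1.4% (1.35 to 1.46) with H3.1poly(A) and 7.64% (6.66 to 8.71) with H3.1Loop, against 2.52%, 2.41% and 2.70%. With arsenite they made up 1.41% (1.23 to 1.61) and in its control 2.14% (1.81 to 2.51), against 2.41% and 2.6%. With all peaks of each list, the NT H3.1Loop list was the only one of the 7 above its shuffled value. At a −log10 q of at least 5 the arsenite control share was 3.02%, above the 2.6% shuffled for its full list. Shuffled values for peaks past that threshold are not available.

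**Figure D4:**
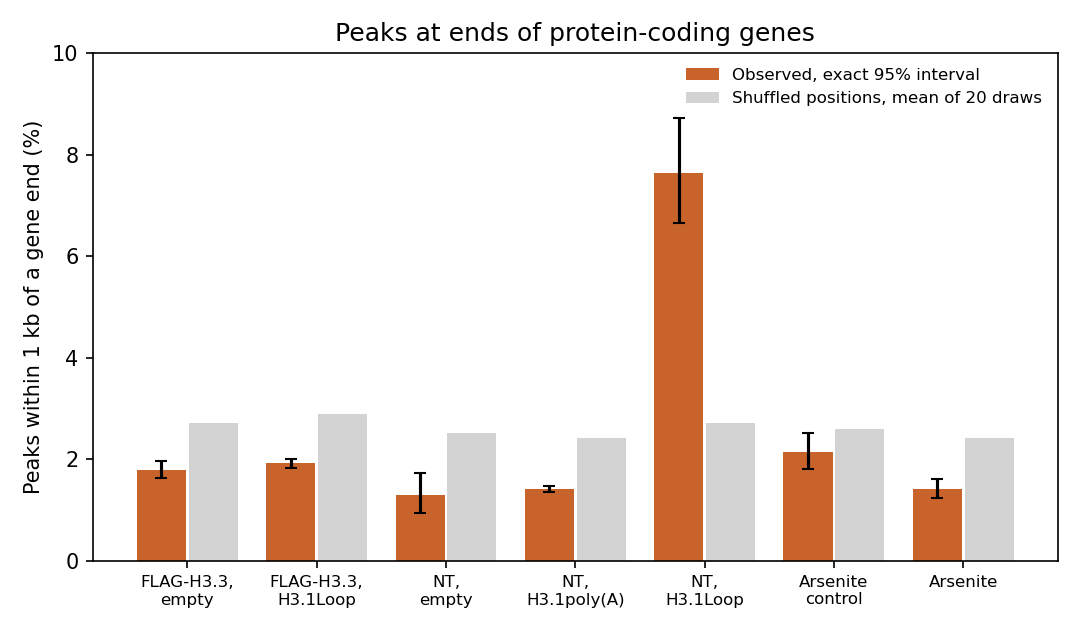
Bars give the percent of peaks within 1 kb of an end of a protein-coding gene in each of the 7 peak lists, with exact 95% intervals, beside the mean of 20 draws of shuffled positions. The NT H3.1Loop list (7.64%) lies above its shuffled value (2.70%), and the other 6 lie below theirs.

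The named peaks, by GRCh38 position, each belong to 1 list of a pair, and the fold ratio and −log10 q are the authors'. In the FLAG-H3.3 pair, a peak of the empty list on chromosome 11 from 76350103 to 76350256 overlapped THAP12, 147 bp from its end (ratio 5.96, −log10 q 7.92), and a peak of the H3.1Loop list on chromosome 5 from 17519626 to 17519763 lay 663 bp from TAF11L3 (11.73, 40.86). In the NT pair with H3.1poly(A), the empty list had a peak on chromosome 19 from 43168008 to 43168110 in PSG5 (5.32, 5.29), and the H3.1poly(A) list had a peak on chromosome 8 from 73293423 to 73293601 in RPL7 (14.74, 60.46). In the NT pair with H3.1Loop, the empty list had a peak on chromosome 8 from 85734523 to 85734616, 698 bp from LOC101929601 (8.72, 16.09), and the H3.1Loop list had a peak on chromosome 6 from 46129834 to 46129962, 15 bp from CLIC5 and within 1 kb of 1 other protein-coding gene (22.02, 68.63). In the arsenite pair, the control had a peak on chromosome 12 from 56116683 to 56116861 in RPL41 (13.05, 38.20), and the arsenite list had a peak on chromosome 5 from 34017962 to 34018072 in C1QTNF3 (7.26, 11.05). PSG5, TAF11L3 and the ribosomal-protein genes have near-identical copies, so their peaks are uncertain. The annotation used here gives the bounds of genes, so exons, introns and untranslated regions were not told apart.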

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

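The tests of transcript length, of the empty libraries between experiments, of swapped and exchanged labels and of transcripts of the same gene were chosen only after the result was seen.

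The effect of H3.1poly(A) against empty differed between the 2 experiments at 5947 of 80660 transcripts by a test of the difference itself. Depth does not account for it as a whole, since 5736 transcripts were called with all libraries thinned to 14.48 M reads, 5311 of them shared with the 5947. A few abundant transcripts do not either, since 5762 were called without the 100 most abundant, 5761 of them shared. Offsets fitted to transcript length in each library left 5406 calls, 4133 of them shared with the 5947, although the directions became even. The rank correlation of the experiment 1 change with length was -0.00228 before and -0.0955 after these offsets (40 length bins). The median change before them ran from -0.071 to 0.273 over 5 length classes. A swap of single libraries within experiment 1 goes against the library correlations: the lowest between libraries with the same label was 0.883 and the highest between groups 0.833. An exchange of both groups as a whole would leave these correlations as they are, but goes against ENST00000612966.1. This transcript was high with both constructs in experiment 2, and in experiment 1 it was 166.3 times as high in H3.1poly(A) as in empty (64.9 to 610, counting interval). With the groups of experiment 1 exchanged, the test called 4887 transcripts. Of these, 3583 were among the 5947 and 93 of them kept their direction, so this count does not show that the pattern persists. Of the 35 transcripts called in experiment 2, 32 were tested in experiment 1, where 18 had the same direction (56.2%, exact 95% interval 37.7 to 73.6), which decides nothing by itself.

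The empty libraries of experiment 1 stand apart. Between experiments, 36491 transcripts differed for empty and 24913 for H3.1poly(A), and 5564 of the 5947 calls also differed between the empty libraries against 3384 between the H3.1poly(A) libraries. The difference may therefore lie in the empty libraries of experiment 1 more than in an effect of the construct, although why they stand apart was not shown. These libraries had 24478 and 23559 transcripts over 1 TPM. The H3.1poly(A) libraries of experiment 1 had 30673 and 28535, and those of experiment 2 had 41145 to 43172. TMM factors in experiment 1 were 0.897 and 0.801 for empty, against 1.194 and 1.166 for H3.1poly(A). Whether this make-up of the libraries accounts for the calls was not tested. Reads moving between transcripts of the same gene cannot be told apart from changes of whole genes without a table that pairs them. In experiment 1, 484 transcripts had under 3 reads in both empty libraries and over 100 in both H3.1poly(A) libraries, against 16 in experiment 2. The reverse, under 3 reads in both H3.1poly(A) libraries and over 100 in both empty libraries, held for 50 and 58. A biological difference between the stable lines of the experiments stays open and untested, as does a library batch, which is the same as the experiment here.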

How the results depend on the processing

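Alternatives chosen after seeing the data were edgeR without robust estimation, offsets fitted to length, thinning to the smallest total, removal of the 100 most abundant transcripts, edgeR on recovered ChIP reads, pseudocounts of 0.1 and 1, centred libraries, a mean of at least 5 reads, removal of the H3.1-coding genes, and for the read share every alternative. Unless a reason is given, the cause was not tested.

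RNA counts moved with the test and filter more than with scaling. For H3.1poly(A) in experiment 1 the count went from 0 to 11071 with DESeq2, 5199 with no low-count filter and 7081 with at least 10 counts in every library, and stayed at 0 with RLE, length-scaled counts, length-corrected offsets, no robust estimation and a fold threshold. In experiment 2, H3.1poly(A) against empty went from 35 to 7 with a log2 change of at least 1, 3661 with DESeq2, 101 without filter, 248 with at least 10 counts, 54 with length-scaled counts and 0 with only the 2 groups in the fit, which leaves fewer libraries for the spread. H3.1Loop against empty went from 138 to 43, 3704, 240, 557 and 0 under a log2 change of at least 1, DESeq2, no filter, at least 10 counts and only 2 groups. H3.1poly(A) against H3.1Loop went from 22 to 3, 2566, 58, 89 and 12 under the same, and to 34 with length-scaled counts. The difference between experiments went from 5947 to 11286 with DESeq2, 5837 of them shared, and the count was between 5038 and 6278 otherwise. The calls changed more than the count: of the 5947, 2767 were shared with at least 10 counts in every library (6278 calls among the 21515 transcripts left), 3982 with the replicate block (5038), 4133 with length-corrected offsets (5406), 5200 with no low-count filter (6156) and 5391 with RLE (5697). Length-scaled counts shared 5567 and no robust estimation 5828.

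Replicates share only a number: deviations of same-numbered libraries correlated at -0.0121 to 0.0217 in RNA and -0.0256 to 0.0211 in ChIP. With the replicate number as a block, the 3 comparisons of experiment 2 had 0 calls, experiment 1 had 0, the difference between experiments 5038, the FLAG-H3.3 contrast 0 and the inputs 1.

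Leaving out a replicate leaves an arm of 1 library in every count comparison, so no calls were made. The correlation of the poly(A) effect between experiments ran from -0.0759 to -0.0475 over 10 such fits, and was -0.104 with at least 10 counts and -0.115 with log2(TPM + 1). That of the poly(A) and Loop effects ran from 0.313 to 0.593, the high values without an empty library (0.593 and 0.573), which leaves a single shared control library. With at least 10 counts in every library the poly(A) and Loop correlation was 0.488 over 44645 transcripts. This lies above the 0.424 to 0.446 of the simulations of unchanged groups. No simulation with that filter is available, so the comparison decides nothing.

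The ChIP contrast had 0 calls under every alternative that was run. The input count of 1 fell to 0 with DESeq2, RLE, library size only and edgeR on recovered reads with either filter, and with a pseudocount of 0.1 the 1 call was higher, not lower, in H3.1poly(A). Features higher in IP went from 306 to 18 (edgeR on recovered reads) and 0 (thinned) in WT, and from 58 to 0 and 0 in H3.1poly(A). The correlation with expression was 0.2342 to 0.271 without a replicate and 0.153 at a mean of 5 reads in WT, and 0.109 to 0.148 without a replicate in H3.1poly(A). The ratio of read shares was 0.804 to 0.876 without a library and 0.810 over features with an RNA value, below 1 throughout.

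Peak numbers over control moved from 58.84 to 11.67 (NT H3.1poly(A)) and from 2.07 to 1.24 (arsenite) at a −log10 q of at least 5. Shared control peaks at that threshold, at equal numbers and at reciprocal overlap were 44.44%, 16.03% and 19.66% for FLAG-H3.3 H3.1Loop, 73.76%, 26.59% and 34.42% for NT H3.1poly(A), 30.05% and 13.82% (the first 2) for NT H3.1Loop, and 43.39%, 13.68% and 13.75% for arsenite. Differences in gene-end share at that threshold and within 5 kb were 0.59 and 1.58 points against 0.13, 0.96 and 1.13 against 0.11 (0.87 at equal numbers), 13.12 and 10.03 against 6.35, and -1.49 and -1.40 against -0.73, in the same order, and none changed sign. Among named transcripts and the gene-end shares of single lists, 14 other values moved, 3 were weaker and 1 stronger. Without the H3.1-coding genes the WT correlation with expression stayed at 0.327.

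Chosen before the data were examined but not run were at least 10 counts in every ChIP library, which leaves 0 features, and those that need gene names for transcripts: protein-coding genes only, the H3.1 sum, the gene sets, and the correlation of ChIP with RNA changes. At the depth of these ChIP libraries 14 of 200 simulated 4-fold changes were recovered, and no other depth was simulated for that test.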

Other observations

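Tests chosen only after the result was seen were those of the H3.1Loop transcript, of input shares, of the expression classes, of input reads by chromosome, of the lists without chromosomes 20 and X, of peak numbers behind the ribosomal-protein genes, of FLAG-H3.3 at the H3.1Loop genes and of HIST1H3C. The measure of unadjusted calls at equal depth was also chosen after the measure first chosen had been seen.

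HIST1H3C was among the most abundant genes in both RNA libraries labelled FLAG-H3.3 WT, with a mean of 3275 CPM, although no label gives this line an H3.1 construct. The other H3.1-coding genes had at most 38 reads apart from HIST1H3I, which had 1822 and 1496. Whether these genes share reads was not tested, and no library without the FLAG-H3.3 label has gene names to compare with. The counts therefore cannot decide on a general rise of H3.1 transcripts, which stays open. Other explanations stay open as well and cannot be told apart here. These libraries may come from a line with the H3.1poly(A) construct, or reads of the FLAG-H3.3 construct may be assigned to HIST1H3C, which had 3.14 and 3.74 times the reads of H3F3A and H3F3B together. The sequence of the constructs and gene names in the other RNA tables would help to tell the explanations apart.

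ENST00000612966.1 was as abundant with H3.1Loop as with H3.1poly(A), at 0.965 times the mean CPM, in libraries labelled poly(A) RNA. If this transcript takes the reads of both constructs, RNA of the stem-loop construct may reach these libraries. No table used here names its gene, so that cannot be told apart from reads of another transcript.

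FLAG-H3.3 reads in gene features were lower over input in the H3.1poly(A) line. A difference between inputs goes against their shares, which differed by -0.0062 percentage points against -0.202 for the IPs. Of the IP excess over input in WT, the H3.1poly(A) line kept 40.3%, 46.8% and 50.4% in the 3 upper expression classes. The top and middle class differ by 10.1 points, within ranges over replicates of 20.2 to 66.5% and 26.7 to 87.9%. A uniformly weaker immunoprecipitation and a uniform loss of H3.3 cannot be told apart from each other, nor from a modest difference between classes, with ranges this wide and no spike-in given. Fewer reads as the reason for fewer features above input was to be tested by the number of calls at equal depth. At 2.8 M reads this fell to a median of 0 in both lines, with WT over 1.5 times as high in 2 of 20 draws, so for calls past the adjusted threshold fewer reads cannot be told apart from another reason. Unadjusted calls with higher IP were then 1054 in WT and 522.5 in H3.1poly(A), medians of 20 draws, a ratio of 2.01, and WT was over 1.5 times as high in 20 of 20 draws. This difference in unadjusted calls stayed at equal depth, which goes against fewer reads as its reason.

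Peak numbers ran from 2824 to 212412. Depth or enrichment of the libraries may set them, and at equal numbers of top peaks the lowest share of control peaks found in the compared list was 13.68% and the highest 26.59%. The lists give no read totals, so this stays open.

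Peaks per Mb were high on the same chromosomes in the 7 lists, with Spearman correlations across 23 chromosomes of 0.518 to 0.967 over 21 pairs of lists. Gene density goes against this: the highest Spearman correlation of peaks with genes per Mb was 0.22 (permutation p = 0.31, adjusted 0.54). With input reads per feature in the WT inputs (25080 of 26237 features placed), the Spearman correlation ran from 0.333 to 0.571 and the Pearson correlation from 0.577 to 0.72. Permutation p-values adjusted over 14 tests were 0.047 in 3 lists for the former and 0.0039 to 0.013 for the latter. Without chromosomes 20 and X Pearson's r was 0.151 to 0.393, so the Pearson correlation with input reads rests largely on those chromosomes. The Spearman correlation with input reads was not rerun without them. The lists still resembled each other without chromosomes 20 and X, with Spearman correlations of 0.367 to 0.956 (median 0.702) over 21 chromosomes. More DNA from chromosome 20 in this cell line is a candidate explanation for that chromosome. Its relative input reads in the WT inputs were 1.572, the highest of the 23 chromosomes. What the lists share on the other chromosomes was not explained by the tests run. Whether DNA amounts play a part there cannot be told apart from other reasons.

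Peaks on scaffolds outside the chromosomes made up 1.2% to 8.5% of a list. Control peaks there recurred in the compared list in 83.76%, 95.68%, 42.45% and 34.64% of cases, against 28.07%, 47.33%, 11.31% and 14.93% on the chromosomes. No share for shuffled or shifted positions is available for the scaffolds, so the recurrence expected there by chance is unknown. Repeats collapsed in the assembly stay a possible reason, which these shares cannot decide. No biological explanation was tested.

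Of 82 ribosomal-protein genes, 25 had a peak at an end in the arsenite control list and 0 in the arsenite list. Random gene sets of this size had a mean of 0.62 and 0.83. Fisher's exact test among genes with a peak gave p = 1.4e-10, which compares these 2 lists, not the conditions, and the gene set was picked after browsing the lists. In the NT lists 2 genes had such a peak with empty, 36 with H3.1poly(A) and 8 with H3.1Loop, against random means of 0.17, 8.7 and 0.97. In the FLAG-H3.3 lists it was 1 with empty and 0 with H3.1Loop, against 1.64 and 5.8. Counts above the random mean, and a count of 0 below it, thus also occurred in lists whose labels name no arsenite. Fewer peaks in the arsenite list is not the reason, since it had 2.07 times as many. In the control list 0.43% of 1862 pseudogenes and 30.49% of the genes had a peak. How reads with several placements were handled is unknown here, so this cannot exclude reads shared with pseudogenes. An effect of arsenite stays open, as does a difference between single libraries, such as fragments of spliced transcripts carried into 1 of them, which was not tested.

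The NT H3.1Loop list had more gene ends than shuffled positions. Genes with such a peak had 2.94 times as many FLAG-H3.3 IP as input reads in the WT ChIP tables, above the 1.29 to 1.68 that held the central 95% of 10000 random sets of 220 genes. This is consistent with both experiments marking the same genes. In the arsenite list the value was 1.25, just below its range of 1.27 to 1.70, and the other 5 lists lay within theirs. The labels' protocol names only the FLAG gel, and lists FLAG-tagged and untagged H3.1 plasmids. What the gel pulled down in lines whose labels name no FLAG-H3.3 was not shown.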
